# Differential protease content of mast cells and the processing of IL-33 in *Alternaria alternata* induced allergic airway inflammation in mice

**DOI:** 10.3389/fimmu.2023.1040493

**Published:** 2023-04-19

**Authors:** Olga Krysko, Darya Korsakova, Andrea Teufelberger, Amse De Meyer, Jill Steels, Natalie De Ruyck, Judith van Ovost, Sharon Van Nevel, Gabriele Holtappels, Frauke Coppieters, Mikhail Ivanchenko, Harald Braun, Maria Vedunova, Dmitri V. Krysko, Claus Bachert

**Keywords:** IL-33, mast cells, allergy, type 2 inflammation, protease

## Abstract

**Background:**

Recent *in vitro* studies strongly implicated mast cell-derived proteases as regulators of IL-33 activity by enzymatic cleavage in its central domain. A better understanding of the role of mast cell proteases on IL-33 activity *in vivo* is needed. We aimed to compare the expression of mast cell proteases in C57BL/6 and BALB/c mice, their role in the cleavage of IL-33 cytokine, and their contribution to allergic airway inflammation.

**Results:**

*In vitro*, full-length IL-33 protein was efficiently degraded by mast cell supernatants of BALB/c mice in contrast to the mast cell supernatants from C57BL/6 mice. RNAseq analysis indicated major differences in the gene expression profiles of bone marrow-derived mast cells from C57BL/6 and BALB/c mice. In *Alternaria alternata (Alt)* - treated C57BL/6 mice the full-length form of IL-33 was mainly present, while in BALB/c mice, the processed shorter form of IL-33 was more prominent. The observed cleavage pattern of IL-33 was associated with a nearly complete lack of mast cells and their proteases in the lungs of C57BL/6 mice. While most inflammatory cells were similarly increased in *Alt*-treated C57BL/6 and BALB/c mice, C57BL/6 mice had significantly more eosinophils in the bronchoalveolar lavage fluid and IL-5 protein levels in their lungs than BALB/c mice.

**Conclusion:**

Our study demonstrates that lung mast cells differ in number and protease content between the two tested mouse strains and could affect the processing of IL-33 and inflammatory outcome of *Alt* -induced airway inflammation. We suggest that mast cells and their proteases play a regulatory role in IL-33-induced lung inflammation by limiting its proinflammatory effect *via* the IL-33/ST2 signaling pathway.

## Introduction

Asthma is a heterogeneous inflammatory airway disease with different underlying pathophysiologic mechanisms and disease endotypes, which often manifest by similar clinical complaints (1, 2). In mild asthma, mostly the type 2 phenotype, an eosinophilic immune response is observed, while only a minor percentage of patients show a non-type 2 phenotype (3). In severe asthma, a mixed inflammatory phenotype is also characterized by increased IL-33 levels. Of interest, in children, severe asthma is more common in the case of sensitization to the fungus *Alternaria alternata (Alt)* and is strongly associated with increased IL-33 sputum levels (4). In this regard, a clinical trial has shown that IL-33 targeting could efficiently reduce exacerbations in patients with severe asthma (5). In contrast, patients with mild or moderate asthma have less clinical benefit from an IL-33 targeting therapy. IL-33 is an alarmin, which in allergic airway inflammation is mainly secreted by epithelial cells in response to aeroallergens and signals through a cell surface receptor complex of ST2 (IL-1 receptor-like 1, IL1RL1) and IL-1 receptor accessory protein (IL1RAcP) to stimulate cytokine production in type 2 ILCs and T helper 2 cell, inducing the production of IL-4, IL-5, and IL-13 (6–8). Endogenous serine proteases and cysteine proteases, such as calpains, were suggested to regulate the activity of IL-33 *via* enzymatic cleavage (9–11). Recently, we have demonstrated the contribution of neutrophilic proteases in IL-33 processing in an allergic asthma mouse model using *Alt* (12). IL-33 is produced as a full-length protein lacking a signal sequence by a not entirely clear release mechanism. The cleavage of full-length IL-33 (IL-33_FL_) by human mast cell tryptase, chymase, and cathepsin G *in vitro* results in cleaved IL-33 (IL-33_C_), which is up to 30-fold more potent towards innate lymphoid cells type 2 (ILC2s) (9). It is known that the functional, inflammatory parameters in severe asthma are linked to the presence of activated mast cells (13–15) which, *via* their release of cytokines, proteases, and alarmins, could potentially contribute to the persistence and the exacerbation of the airway inflammation (13, 16, 17); and possibly to the loss of corticosteroid sensitivity in severe asthma (18). In asthmatic patients, bronchoalveolar lavage fluid (BALF) contains increased levels of tryptase (19, 20). The presence of an active form of IL-33 acting on ST2-expressing immune cells could contribute to the sustained type 2 immune response in the airway epithelium (8, 21). Remarkably, in humans, the phenotype of mast cells seems to be different in the same disease with different inflammatory profiles: In mild asthma, tryptase-positive mast cells localize in the submucosa while in severe asthma, mast cells are mostly localized in the airway submucosa and epithelium and express chymase (13, 20). We showed earlier that different inbred mouse strains respond differently to an IL-33 mediated asthma model, using the bacterial allergen, *S. aureus* protease-like protein D (22).

In the current study, we analysed the link between the type of inflammatory response towards *Alt* and the characteristics of mast cells in the two inbred mouse strains C57BL/6 and BALB/c. The strain-dependent mast cell heterogeneity in the regulation of IL-33 processing *in vivo* was addressed.

## Results

### Differential inflammatory response of BALB/c and C57BL/6 mice towards Alt

The IL-33-dependent model of *Alt*-induced airway inflammation was chosen to evaluate an impact on the processing of IL-33 and inflammatory parameters in two commonly used mouse strains (6, 14, 23). C57BL/6 and BALB/c mice received six intratracheal (i.t.) applications of 20 μg *Alt* extract every 48 hours (**Figure 1A**), in a slightly modified application schedule from our previous work (14). The *Alt-*treated BALB/c and C57BL/6 mice showed higher numbers of total BALF cells compared to PBS-treated mice (**Figure 1B**). The BALF of *Alt*-treated C57BL/6 mice contained more eosinophils in BALF as compared to *Alt*-treated BALB/c mice (**Figures 1C, D**). In turn, BALB/c mice had higher neutrophil numbers in the BALF (**Figures 1E, F**). The percentage of CD4^+^ (**Figure 1G**) cells was stronger increased in BALF of BALB/c mice compared to C57BL/6 mice. CD8^+^ cells were higher in BALF of BALB/c mice (**Figure 1H**). Furthermore, in the lungs of both mouse strains, marked eosinophilia was observed (**Figure 1I**), while the percentage of neutrophils remained comparable between *Alt-*treated mice and controls of both mouse strains (**Figure 1J**). Of note, no major difference in the percentages of lung CD4^+^ and CD8^+^ cells was seen (**Figures 1K, L**). Serum IgE levels were higher in *Alt*-treated mice as compared to PBS -treated controls (**Figure 1M**).

**Figure 1:**
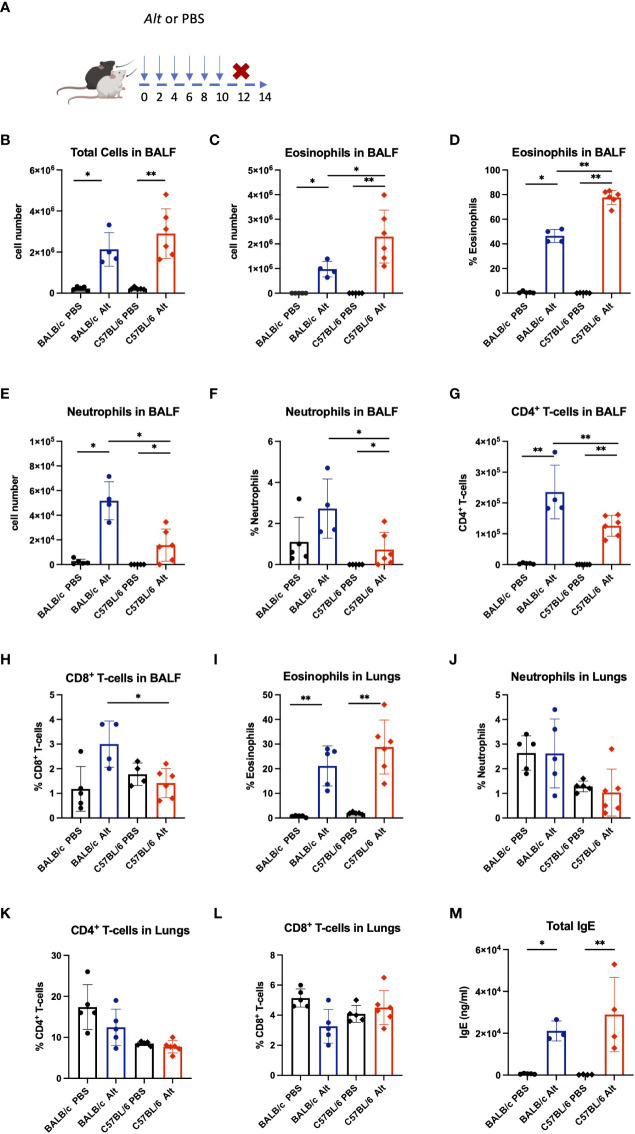
BALB/c and C57BL/6 mice were given six intratracheal applications of 20 *µ*g *Alternaria alternata* (*Alt)* extract in PBS, controls received PBS alone. Forty-eight hours after the last application mice were sacrificed, and experimental samples were collected **(A)**. The absolute cell numbers in the bronchial lavage fluid (BALF) are presented for total cell counts **(B)**, eosinophils **(C)** and neutrophils **(E)** in BALF. The percentage of eosinophils **(D)** and neutrophils **(F)** in BALF are presented. The BALF and lungs were analysed by flow cytometry and the infiltration of eosinophils **(I)**, neutrophils **(J)**, CD4^+^ T cells **(G, K)** and CD8^+^ T cells **(H, L)** in the BALF and lungs are presented as percentage. Mouse serum was collected 48h following the final *Alt* application and the levels of total IgE in serum were determined using enzyme-linked immunosorbent assay **(M)**. The data are presented as scatter plots ± standard deviation (S.D.). Statistical significance between the groups was determined by one-way ANOVA with Dunn’s test for multiple comparisons. N=4-6 per group. *p < 0.05, **p < 0.01.

### Processing of IL-33 in *Alt*-induced allergic airway inflammation in C57BL/6 and BALB/c mice

Notably, despite the comparable degree of inflammatory response in the lungs of C57BL/6 and BALB/c mice, IL-33 levels were significantly higher in BALB/c than in C57BL/6 (**Figure 2A**). The expression of a cleaved/mature form of IL-33 (IL-33_C_; ~ 18 kDa) was higher in the lungs of BALB/c mice, while in C57BL/6 mice, the non-processed full-length form of IL-33 (IL-33_FL_ ~ 30 kDa) was more abundant (**Figures 2B, C**). IL-33 positive cells were abundantly present in the lungs of mice after *Alt* treatment (**Figure 2D**). RT-PCR didn’t show differences between both strains in the respective treatment groups in the expression of IL-33 receptor *IL1Rl1* (**Figure 2E**). Interestingly, IL-5 and IL-13 levels tend to increase in both mouse strains treated with *Alt* (**Figures 2F, G**), while IL-4 and G-CSF were slightly but not significantly increased in both mouse strains, and IL-25 levels in the lungs were comparable in all experimental groups tested (**Figure S1**).

**Figure 2:**
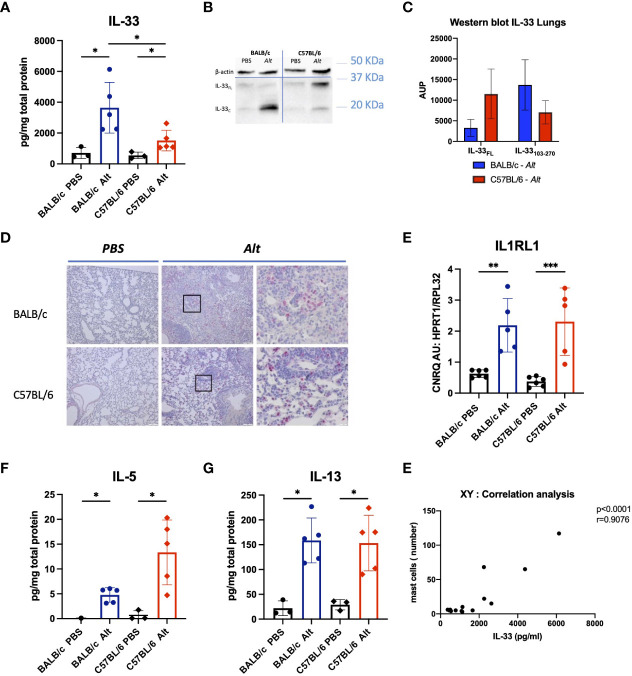
The analysis of cytokine response in the lungs of mice with intratracheal applications of 20 *µ*g of *Alt* extract and PBS-treated controls. The levels of IL-33 **(A)** in the lung homogenates were measured by Luminex. Full-length IL-33 (IL-33_FL_) and cleaved forms (IL-33_C_) were analysed by western blotting and one representative blot is shown **(B)** and area under the peak (AUP) was quantified using ImageJ software **(C)**. Representative images of IL-33 immunostaining in the lungs of C57BL/6 and BALB/c treated with PBS or the *Alt* extract for six times every 48 hours **(D)**. *IL1rl1* gene expression levels analysed in lungs by RT-qPCR **(E)**. The levels of IL-5 **(F)**, IL-13 **(G)** in the lung homogenates were measured by Luminex. The data are presented as scatter plot with a bar ± standard deviation (S.D). Statistical significance between the groups was determined by one-way ANOVA with Dunn’s test for multiple comparisons. N=4-6 per group. *p < 0.05, **p < 0.01, ***p < 0.001.

### Increased mast cell numbers and mast cell protease expression in the lungs of *Alt*-treated BALB/c mice

The lungs of *Alt*-treated BALB/c mice showed increased numbers of mast cells, positive for toluidine blue and chymase compared to PBS controls (**Figures 3A-D**). In agreement with the immunohistochemical staining, the lungs of BALB/c mice treated with *Alt* extract showed increased expression levels of genes encoding mast cell proteases such as *Mcpt1*, *Mcpt*2, *Mcpt4*, *Tpsab1*, *Tpsb2*, *Cma1, Cpa3* (**Figures 3E–L**). As expected, PBS-treated mice lacking significant numbers of mast cells did not express the proteases mentioned above. Only very few mast cells could be found in the lung sections of PBS or *Alt-*treated C57BL/6 mice demonstrating nearly complete lack of mast cell response in C57BL/6 mice treated with *Alt* extract. The gene expression levels of mast cell proteases in the lungs of *Alt*-treated C57BL/6 mice were almost undetectable. The gene expression levels of *Prss34* (*Mcpt11*) were upregulated in both mouse strains with slightly higher levels in *Alt*-treated BALB/c mice than in *Alt*-treated C57BL/6 mice (**Figure 3M**).

**Figure 3:**
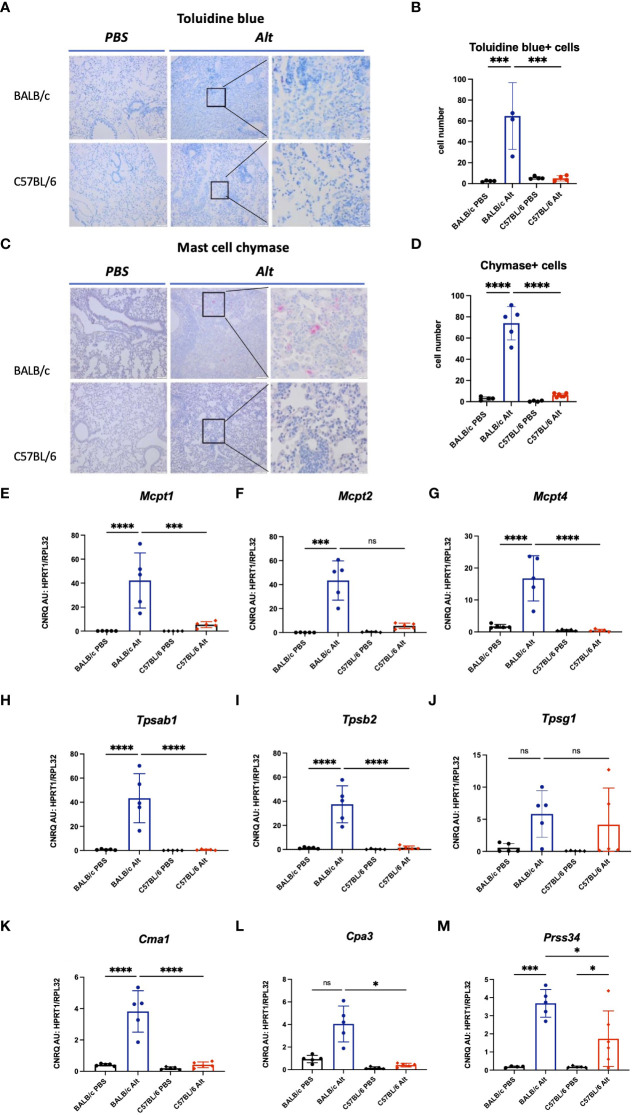
To visualize mast cells, formalin-fixed paraffin-embedded lung sections were stained with toluidine blue **(A)** and the number of mast cells was quantified in four different fields per mouse under magnification of forty times **(B)**. Chymase - positive mast cells in the lungs of mice were visualized by immunohistochemistry **(C)** and quantified **(D)**. Expression of mast cell proteases in the lungs of BALB/c and C57BL/6 mice treated with six intratracheal applications of 20 µg *Alt* extract or PBS. Values of gene expression of *Mcpt1* **(E)**, *Mcpt*2 **(F)**, *Mcpt4* **(G)**, *Tpsab1* **(H)**, *Tpsab2* **(I)**, *Tpsg1* **(J)**, *Cma1* **(K)**, *Cpa3* **(L)** and *Prss34* **(M)** were normalised using reference genes *Hprt1* and *Rpl32*. The data are presented as scatter plot with a bar ± standard deviation (S.D.). Statistical significance between the groups was determined by one-way ANOVA with Sidak’s test for multiple comparisons. n=4-6 per group. *p < 0.05, ***p < 0.001, ****p < 0.0001. ns, not significant.

### Differential protease expression profiles in bone marrow-derived mast cells of BALB/c versus C57BL/6 mice

To test if the enzymatic content of mast cells from C57BL/6 mice might be different from BALB/c mast cells, we have used BMMCs differentiated *in vitro* in the presence of IL-3 as earlier described (24). The purity of BMMCs reached about 97% on day 20 and was consistent from day 20 to day 40 as analysed by expression of c-kit and FcϵRI by flow cytometry (**Figure 4A**). The total RNA was isolated from BMMCs on days 20, 30, and 40 of *in vitro* culture, and the expression levels of several mast cell proteases were tested. RT-qPCR showed a gradual increase from day 20 to day 40 in *Mcpt1, Mcpt2*, and *Mcpt4* gene expression in differentiating BMMCs of both mouse strains (**Figures 4B–D**). Remarkably, while BMMCs from BALB/c mice showed very high expression levels of *Tpsab1* at all differentiation stages tested (**Figure 4E**), the BMMCs from C57BL/6 mice had higher levels of *Tpsb2, Tpsg1*, and *Prss34* (**Figures 4F–H**). The gene expression of *Ctsg* and *Cma1* were significantly lower in BMMCs from C57BL/6 compared to BALB/c mice on days 30 and 40 (**Figures 4I, J**). Thus, despite identical culture conditions, mast cells differentiated *in vitro* from the bone marrow of C57BL/6 and BALB/c mice show a differential protease expression profile.

**Figure 4:**
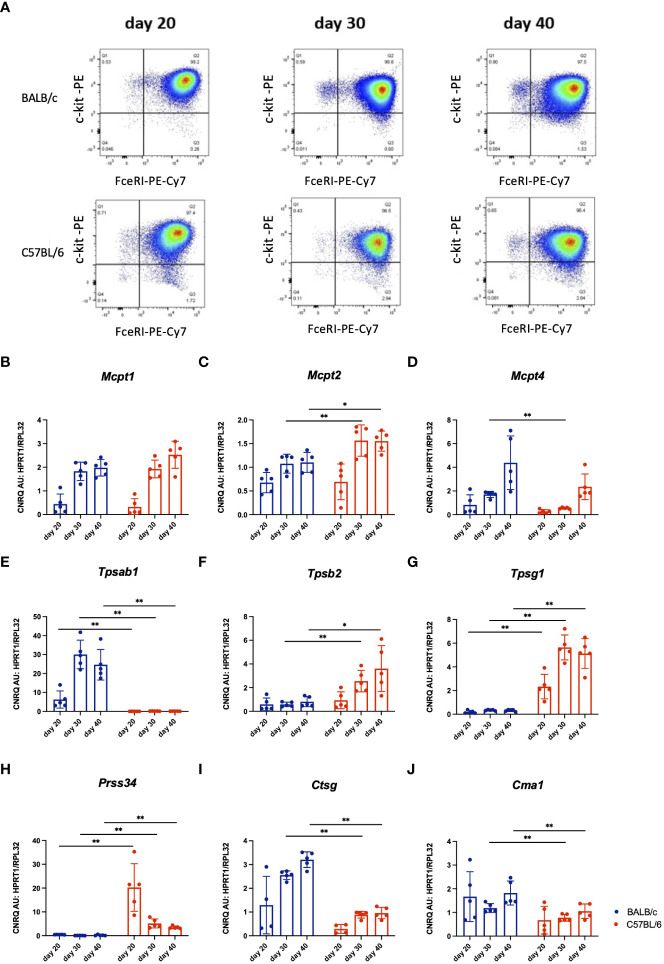
Representative dot plots of *in vitro* differentiated BMMCs from BALB/c and C57BL/6 mice cultured *in vitro* for 20, 30 or 40 days, respectively. Viable mast cells were analyzed for their expression of FceRI and c-kit using flow cytometry **(A)**. Next, gene expression analysis by RT-qPCR of mast cell proteases in these cultured BMMCs from I BALB/c and C57BL/6 mice was performed. Values of gene expression of *Mcpt1* **(B)**, *Mcpt2* **(C)**, *Mcpt4* **(D)**, *TpI1* **(E)**, *Tpsb2* **(F)**, *Tpsg1* **(G)**, *Prss34* **(H)**, *Ctsg* **(I)** and *Cma1* **(J)** were normalised to reference genes *Hprt1* and *Rpl32*. The data represent individual values, bars ± standard deviation (S.D.). Statistical significance between the groups was determined by Mann-Whitney test comparing BALB/c and C57BL/6 mice at each individual time point. The BMMCs were collected from two separate experiments, n=5 per group. *p < 0.05, **p < 0.01.

The difference observed on RT-qPCR between mast cells derived from C57BL/6 versus BALB/c prompted us to perform RNA sequencing (RNAseq) analysis to deeper characterize the phenotype of mast cells derived from different mouse strains. 

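BMMCs (bone marrow-derived mast cells) were differentiated from bone marrow in medium with IL-3, IL-9, TGF-β1 and SCF, and RNA of 3 cultures per strain was sequenced. The BALB/c libraries are named S9, S10 and S11, and the C57BL/6 libraries S12, S13 and S14. The authors prepared strand-specific mRNA libraries, read 100 bases from each end of the fragments and assigned the reads to transcripts with Salmon, which estimates the number of reads per transcript and splits a read that fits several transcripts between them. The authors deposited the estimated count and the TPM value of 129698 transcripts for each library. Of these transcripts, 106440 (82.1%) were paired with a gene. The other 23258 transcripts held between 2.69% and 3.12% of the reads of a library and were left out. Estimated counts were summed over the transcripts of each gene and rounded. Between 28273365 and 35873036 reads per BALB/c library were assigned to genes (median 30295528), and between 28801452 and 37100869 per C57BL/6 library (median 33329223). The chymase-like proteases Mcpt1 and Mcpt2 together took from 10.7% to 15.0% of the reads of a library. Because so few genes took so many reads, library sizes were corrected with TMM factors, which lay between 0.940 and 1.05. Counts are given as CPM, scaled to library size after this correction. Replicate libraries of a strain differed by more than counting noise, with a chi-square per degree of freedom between 6.27 and 12.8, so each was counted as its own sample. The first principal component held 85.7% of the variance and separated the strains, and the second held 3.92%. The 12461 genes that passed edgeR's filter on low counts were compared between the strains with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, so the spread between replicates was estimated over all genes.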

RNAseq analysis was performed in BMMCs of BALB/c and C57BL/6 mice on day 20. 

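Of the genes tested, 6588 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With a fold change above 2 as a second criterion, 963 genes were higher in C57BL/6 BMMCs and 690 were higher in BALB/c BMMCs, 1653 genes in total with a median absolute log2 fold change of 1.88. For 1643 of these genes (99.4%) every library of one strain lay above every library of the other, where chance gives 10% for genes not selected by a test, while these were selected for their difference. Among protein-coding genes alone, 822 were higher in C57BL/6 and 568 in BALB/c BMMCs. The counts moved most when the fold change criterion was dropped, to 3361 genes higher in C57BL/6 and 3227 higher in BALB/c.

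**Figure D1:**
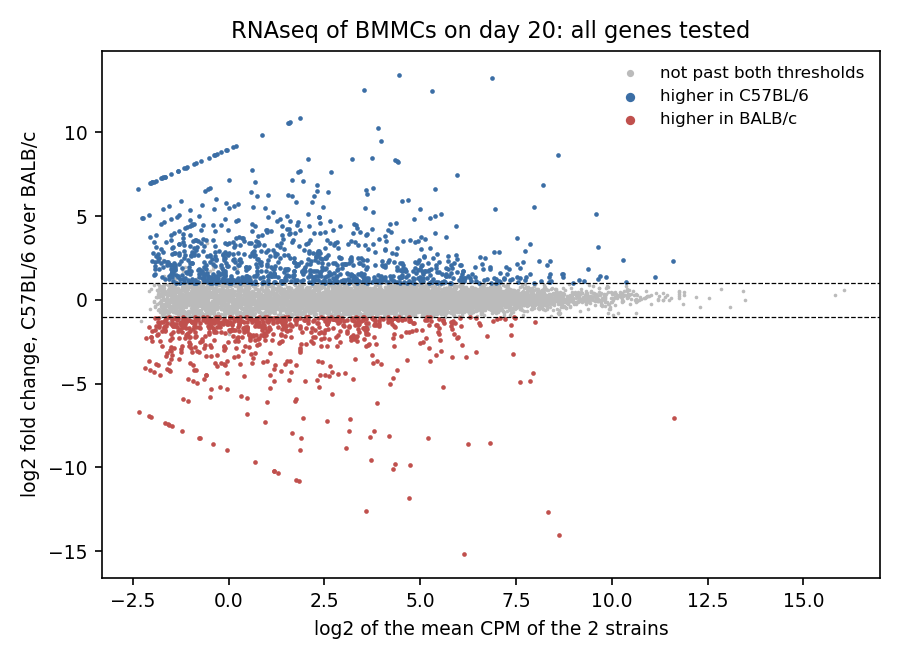
Each point is a gene. The horizontal axis is the log2 of the mean CPM of the 2 strains, the vertical axis is the log2 fold change of C57BL/6 over BALB/c, and dashed lines mark a 2-fold change. The 963 genes higher in C57BL/6 are blue, the 690 higher in BALB/c are red, and the straight lines of points at the left are genes without reads in one strain.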

In total, 460 genes were upregulated and 263 downregulated in BMMCs of BALB/c mice compared to C57BL/6 mice. A full list of genes is provided in **Supplementary Data** and online repository, accession number GSE216642. 

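From the genes past both thresholds with no overlap between the strains and a mean of at least 100 counts per library, the 5 with the largest fitted log2 fold change in each direction were taken. For genes with no or few reads in a strain this fitted value depends on the prior count or on single reads, so it does not rank them by their lower bounds. Higher in C57BL/6 BMMCs were Adgra1 (43.4 ± 5.95 CPM, SD, n = 3), Gm42226 (235 ± 10.6 CPM), Vill (23.1 ± 3.62 CPM), Atp8b5 (79.4 ± 3.86 CPM) and Dlc1 (7.26 ± 0.720 CPM). None of these had more than 2 reads in a BALB/c library. Set against a limit of 3 counts, Adgra1 was at least 451-fold higher in C57BL/6, Gm42226 at least 2439-fold, Vill at least 240.04-fold, Atp8b5 at least 825-fold and Dlc1 at least 75.4-fold. Higher in BALB/c BMMCs were Eno1b (790.3 ± 46.9 CPM, SD, n = 3), Gm15772 (649 ± 35.4 CPM), Atp6v0c-ps2 (142 ± 3.05 CPM), Gm10499 (52.0 ± 2.33 CPM) and the class I histocompatibility gene H2-Q2 (24.0 ± 0.602 CPM). Against the same limit, H2-Q2 was at least 262-fold and Gm10499 at least 567-fold lower in C57BL/6. Gm42226 and Gm10499 were not compared by sequence, so copies of them are not ruled out. Eno1b, Gm15772 and Atp6v0c-ps2 each share sequence with a copy elsewhere in the genome. Salmon could divide reads between gene and copy differently in the 2 strains. The C57BL/6 reads of Eno1b were 0, 4 and 0 and those of Gm15772 were 1, 7 and 1, so their log2 fold changes rest on library S13, without which they were -17.68 and -14.24. When the reads of each gene and its copy were summed, the log2 fold change of Eno1b went from -14.06 to -0.52, that of Gm15772 from -12.67 to 0.24 and that of Atp6v0c-ps2 from -15.16 to 0.02.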

17 genes encoding proteases and 4 protease inhibitors that were differentially expressed between the BMMCs of BALB/c and C57BL/6 are summarized in (**Table 1**). 

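The table names 22 gene symbols, since its entry for chymase-1 also names Mcpt8. Of these, 21 had enough reads to be tested, and 19 passed an adjusted p of 0.05 and a 2-fold change in the direction listed, 15 of them higher and 4 lower in C57BL/6 BMMCs. The number was also 19 when p was adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The granule proteases Gzmd and Gzme, on chromosome 14, rose by log2 fold changes of 3.08 (standard error 0.12) and 4.10 (standard error 0.34), but share sequence with each other, and their summed reads gave 3.27. Mcpt9 rose by 3.10 (standard error 0.09) and shares sequence with Cma2. Mcpt8 rose from 84.0 ± 3.74 to 183 ± 2.90 CPM (SD, n = 3 per strain), a log2 fold change of 1.12 (adjusted p = 8.22e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The tryptase-like Prss34 had 1, 8 and 2 reads in the BALB/c libraries and 213, 192 and 224 in the C57BL/6 libraries. Its log2 fold change was 5.86, and 7.15 without library S10. Among the other proteases listed as higher in C57BL/6, log2 fold changes were 3.01 for Gzma, 2.23 for Htra1, 2.22 for Prcp, 1.29 for Hgfac, 1.17 for Fgl2 and 1.01 for Plau. Plau lay at the threshold and fell to 0.97 without library S10 and 0.98 without library S13. The count of 19 moved most, to 16, under log2(TPM + 1), log2(TPM + 0.1) and a filter of 10 counts in every library.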

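The genes of chymase and cathepsin G lie together on chromosome 14 of GRCm39. Cma1 (positions 56178908 to 56182132, reverse strand) and Cma2 (56188437 to 56211488, forward strand) stand at one end, Mcpt4 (56297086 to 56299770, reverse strand) in the middle and Ctsg (56337338 to 56340031, reverse strand) beyond it, and all are annotated as protein-coding. Cma1 transcripts reached 9895 ± 981 CPM in BALB/c and 7347 ± 519 CPM in C57BL/6 BMMCs (SD, n = 3 per strain). The log2 fold change of C57BL/6 over BALB/c was -0.43 (standard error 0.07, adjusted p = 0.00107 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is under 2-fold, and every C57BL/6 library lay below every BALB/c library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Across the alternatives it stayed between -0.61 and -0.38. Cma2 was less abundant by far, with 21.4 ± 1.18 CPM in BALB/c and 80.3 ± 5.96 CPM in C57BL/6 BMMCs, a log2 fold change of 1.91 (standard error 0.07, adjusted p = 4.27e-08 from the same edgeR test). Cma2 shares sequence with Mcpt9, and the summed reads of both gave 2.34. Mcpt4 had 205 ± 48.7 CPM in BALB/c and 91.8 ± 12.9 CPM in C57BL/6 BMMCs, a log2 fold change of -1.16 (standard error 0.17, adjusted p = 0.000347 from the same edgeR test). It stayed between -1.35 and -1.03 when each library was left out in turn. Ctsg had 360 ± 55.1 CPM in BALB/c and 147 ± 27.8 CPM in C57BL/6 BMMCs, a log2 fold change of -1.29 (standard error 0.14, adjusted p = 6.44e-05 from the same edgeR test).

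**Figure D2:**
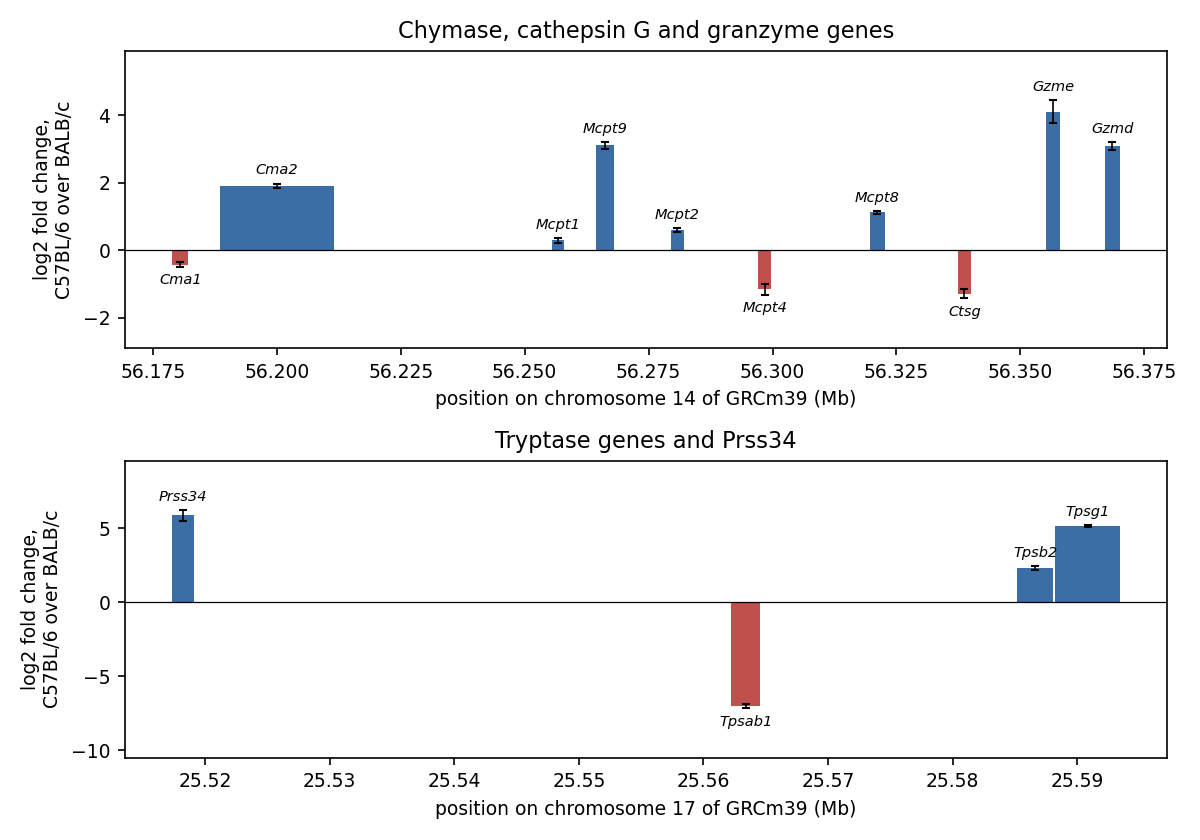
Bars stand at the position of each gene on chromosome 14 (top) and chromosome 17 (bottom) of GRCm39, in Mb. Their height is the log2 fold change of C57BL/6 over BALB/c with its standard error, red where it is negative, as for Cma1 (-0.43), Mcpt4 (-1.16) and Ctsg (-1.29).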

Importantly, the expression of proteases involved in the cleavage of IL-33 is different between the two mouse strains at the baseline, showing that *Cma1* and *Cma2* were upregulated, while *Mcpt4* and *Ctsg* were downregulated in the BMMCs of C57BL/6 mice compared to BALB/c mice.

**Table 1:** List of selected genes differentially expressed by RNAseq analysis in three biological replicates of *in vitro* differentiated mast cells from C57BL/6 as compared to BALB/c.

Genes	Number of reads in C57BL/6 mice	Fold change C57BL/6 compared to BALB/c mice	p - value	p - adj	Protein name	Molecular function
Proteases						
*Cma2*	1610,69	3,58	1,0E-125	1,5E-123	Chymase-2	serine protease
*Fgl2*	18084,38	2,24	2,4E-83	1,9E-81	Fibroleukin	protease
*Gzma*	71,83	7,73	1,1E-18	1,5E-17	Granzyme A	serine protease
*Gzmd*	233,68	8,38	6,2E-69	4,0E-67	Granzyme D	serine protease
*Gzme*	69,27	16,48	7,3E-26	1,4E-24	Granzyme E	serine protease
*Hgfac*	6281,16	2,41	9,9E-114	1,2E-111	Hepatocyte growth factor	serine protease
*Htra1*	1184,94	4,61	1,8E-28	3,7E-27	High-temperature requirement A serine peptidase 1	serine protease
*Cma1/Mcpt8*	4273,77	2,16	2,4E-112	3,0E-110	Chymase-1/Mast cell protease 8	serine protease
*Mcpt9*	1220,34	8,56	2,0E-256	8,9E-254	Mast cell protease 9	serine protease
*Plau*	3686,77	2,00	5,7E-86	4,8E-84	Urokinase-type plasminogen activator	serine protease
*Prcp*	338,50	4,62	2,5E-60	1,4E-58	Lysosomal Pro-X carboxypeptidase	carboxypeptidase
*Prss34*	100,62	48,60	9,2E-33	2,3E-31	Mast cell protease 11	serine protease
*Tpsb2*	99140,01	4,88	3,3E-49	1,4E-47	Tryptase beta-2	serine protease
*Tpsg1*	24719,65	35,37	0,0E+00	0,0E+00	Tryptase gamma	serine protease
*Mcpt1*	5886,78	2,58	4,67E-196	1,38E-193	Mast cell protease 1	serine protease
*Mcpt4*	4770,70	-2,16	2,9E-07	1,7E-06	Mast cell protease 4 chymotrypsin-like activity serine protease	serine protease
*Ctsg*	8137,29	-2,37	1,99E-10	1,60E-09	Cathepsin G	serine protease
protease inhibitors						
*Serpine1*	332,62	9,8	8,33E-86	6,99E-84	Plasminogen activator inhibitor 1	Serine protease inhibitor
*Spink2*	1241,65	-2,3	7,58E-44	2,67E-42	Serine protease inhibitor Kazal-type 2	Serine protease inhibitor
*Serpina3f*	1054,53	-6,39	3,44E-183	8,89E-181	SERPIN domain-containing protein	Serine protease inhibitor
*Serpina3i*	898,69	-3,70	1,15E-89	1,01E-87	Serine (or cysteine) peptidase inhibitor, clade A, member 3I	Serine protease inhibitor

Number of reads, fold difference between the groups, p-value and adjusted p-value (p adj) are presented. The full list of differentially regulated genes is provided in online repository, accession number GSE216642.

### BMMCs from BALB/c mice rapidly degraded IL-33

Next, we tested whether the full-length IL-33 protein could be processed *in vitro* by mast cell supernatants of BMMCs of both mouse strains. GFP-murine IL-33-mCherry fusion protein (**Figure 5A**) was used for a cleavage assay with BMMCs supernatants. DNP-IgE/DNP activated BMMCs of C57BL/6 mice did not degrade IL-33, while supernatants of similarly activated BALB/c BMMCs effectively degraded IL-33 after 10 min of co-incubation (**Figures 5B, C**). Importantly, the efficiency of IL-33 cleavage was linked to the degree of mast cell degranulation after IgE crosslinking. C57BL/6 BMMCs showed a much weaker release of β-hexosaminidase in response to IgE-DNP complex formation than BALB/c BMMCs (**Figure 5D**).

**Figure 5:**
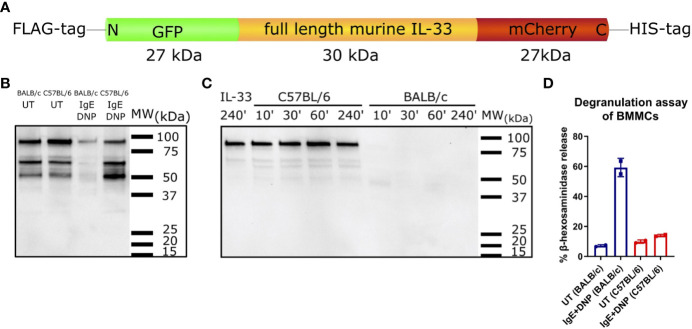
IL-33 degrading abilities of supernatants from C57BL/6 and BALB/c BMMCs. Schematic representation of the GFP-murine IL-33-mCherry fusion protein used for IL-33 cleavage assay with BMMCs supernatants **(A)**. Supernatants from C57BL/6 or BALB/c BMMCs, which were either stimulated with IgE+DNP or left untreated were incubated with GFP-murine IL-33-mCherry for 1 h **(B)**. IL-33 degradation was analysed by western blotting. Supernatants from IgE+DNP stimulated C57BL/6 or BALB/c BMMCs were incubated with GFP-murine IL-33-mCherry for 10, 30, 60, or 240 min at 37°C. IL-33 incubated only in buffer for 240 min at 37°C served as negative control. IL-33 degradation was analysed by western blotting **(C)**. Beta-hexosaminidase degranulation assay of untreated or IgE+DNP stimulated BMMCs from C57BL/6J or BALB/c mice **(D)**. Data are presented as mean ± SEM.

## Discussion

It is well-known that mast cells play a central role in mediating allergic diseases. Mast cells contribute to the activation of immune cells through their broad range of mediators. Next to proteases and histamine, they can also release cytokines. It is known that TNF-α, IL-4, and IL-13 release is triggered by IL-33 and drives the type 2 inflammatory pattern seen in asthma (25–29). We have previously shown that the inflammatory response to *S. aureus* protease like protein D (SplD) and *Alt* extract, which are IL-33 dependent asthma models, can vary among different genetic backgrounds in mice. In these models, a stronger eosinophilic response was found in C57BL/6 than BALB/c mice (12, 30, 31). Similar observations were made in other type 2 response inducing asthma models of ovalbumin-alum and house dust mite (32–35). We, therefore, hypothesized in this work that mast cells might differ between C57BL/6 and BALB/c mice, leading to a different inflammatory response.

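Mcpt2 (chromosome 14, positions 56279498 to 56282099) had 54739 ± 2638 CPM in BALB/c and 82932 ± 6887 CPM in C57BL/6 BMMCs (SD, n = 3 per strain), a log2 fold change of 0.60 (standard error 0.06, adjusted p = 2.86e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mcpt1 had 52182 ± 2894 and 63638 ± 5841 CPM, a log2 fold change of 0.29 (standard error 0.06, adjusted p = 0.00494 from the same edgeR test). Both are under the 2-fold criterion, and the change of Mcpt1 depended on scaling. It was not distinguishable from 0 with plain library size (0.14, adjusted p = 0.0677 from edgeR), on log2(TPM + 1) (0.10, adjusted p = 0.482 from limma) and on log2(TPM + 0.1) (adjusted p = 0.494 from limma, the highest of its alternatives, whose lowest was 1.58e-05). The carboxypeptidase Cpa3 had 11394 ± 543 CPM in BALB/c and 11238 ± 273 CPM in C57BL/6 BMMCs, with no detectable difference under TMM factors (adjusted p = 0.699 from the same edgeR test). Cpa3 was lower in C57BL/6 by a log2 fold change of -0.16 with plain library size (adjusted p = 0.00863 from edgeR, the lowest of its alternatives, whose highest was 0.979). On log2(TPM + 1) the value was -0.20. Plain library size moved the median of all genes by -0.14, and Cpa3 from -0.02 to -0.16, so the difference with that scaling is not specific to Cpa3. The protease inhibitors Spink2 and Serpina3f were lower in C57BL/6 BMMCs by more than the replicate spread. Spink2 fell from 54.3 ± 6.55 CPM in BALB/c to 23.0 ± 1.38 CPM in C57BL/6, and Serpina3f from 54.5 ± 3.60 to 9.21 ± 0.939 CPM. Their log2 fold changes were -1.24 and -2.56, with adjusted p = 4.38e-06 and 2.64e-08 from edgeR's test.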

In this study, we provide a comprehensive comparative analysis of BMMCs from BALB/c and C57BL/6 mice showing significant differences in expression of major mast cell proteases and protease inhibitors. RNA sequencing analysis of BMMCs *in vitro* from both strains has shown that tryptase genes were differentially expressed, namely C57BL/6 mice lacked *Tpsab1* expression but had higher levels of *Tpsb2* and *Tpsg1* instead, while *Ctsg* and *Cma1* were higher in BMMCs from BALB/c mice. It is known that mast cell chymase and cathepsin G can also generate more potent forms of IL-33 through its enzymatic processing (9). 

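Tpsab1 had 6310.1 ± 1167 CPM in BALB/c and 48.5 ± 2.70 CPM in C57BL/6 BMMCs (SD, n = 3 per strain), a log2 fold change of -7.02 (standard error 0.14, adjusted p = 1.77e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The neighbouring Tpsb2 (chromosome 17 of GRCm39, positions 25585170 to 25588079) went the other way, from 1032 ± 185 CPM in BALB/c to 5167 ± 312 CPM in C57BL/6, a log2 fold change of 2.32 (standard error 0.12, adjusted p = 5.16e-07 from the same edgeR test). Tpsg1 (25588235 to 25593417) rose from 42.4 ± 3.75 to 1500.1 ± 80.6 CPM, a log2 fold change of 5.15 (standard error 0.07, adjusted p = 2.23e-10 from the same edgeR test). The libraries of the 2 strains did not overlap for any of these genes. Over all alternatives the log2 fold change stayed between -7.19 and -6.87 for Tpsab1, between 2.15 and 2.40 for Tpsb2 and between 4.94 and 5.22 for Tpsg1. The paper came to RNAseq from its RT-qPCR values (Figure 4). It reasons that proteases which cleave IL-33 differed between the strains before stimulation, and went on to test whether BMMC supernatants of each strain process IL-33.

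**Figure D3:**
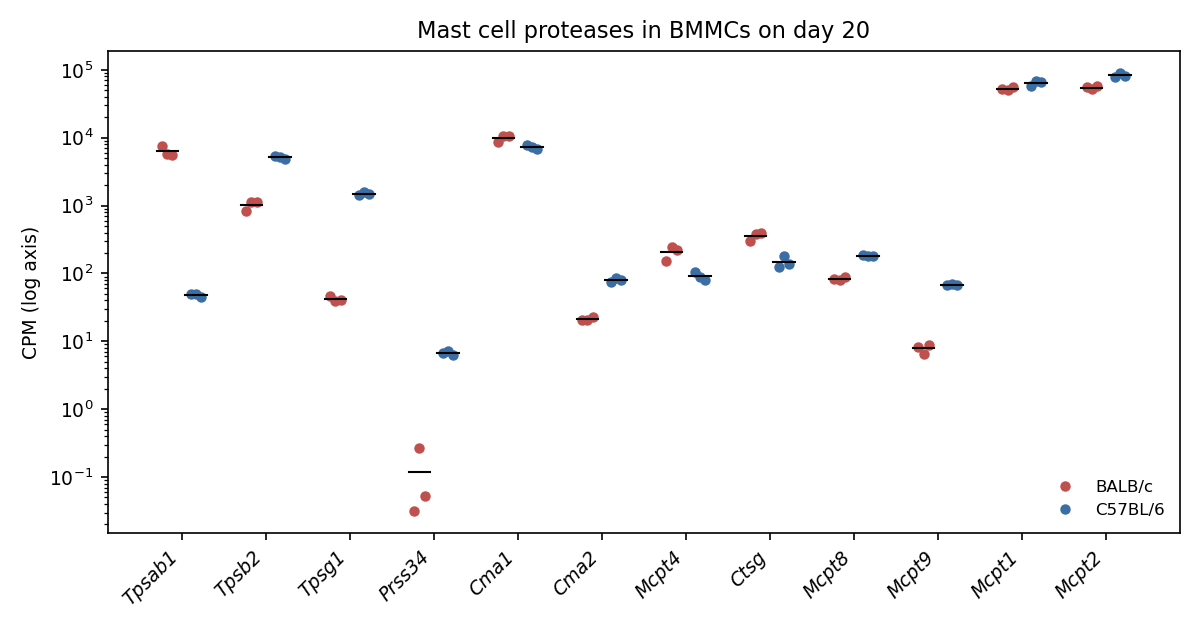
Points are single libraries and black lines are means of 3 libraries, in CPM on a log axis, for BALB/c (red) and C57BL/6 (blue) BMMCs. Tpsab1 stands at a mean of 6310.1 CPM in BALB/c and 48.5 CPM in C57BL/6, and Tpsg1 at 42.4 and 1500.1 CPM.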

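The tryptase mMCP-7 is encoded by Tpsab1, on chromosome 17 of GRCm39 from 25562212 to 25564541, on the reverse strand. GENCODE annotates it as protein-coding, while the RefSeq table that supplied the gene names, built on the C57BL/6 reference, lists it as a transcribed pseudogene. Reads were still assigned to it in the C57BL/6 libraries, 1579, 1369 and 1609 in S12, S13 and S14.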

Some genetic differences were reported earlier, such as mutations in mMCP-7 of C57BL/6 mice that leads to its loss of expression (36). 

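Serpina3i lies on chromosome 12 of GRCm39 from 104229363 to 104238677, on the forward strand, and is annotated as protein-coding. The transcripts matched to it held 21 reads in the BALB/c library S9 and 0 in the other BALB/c and the C57BL/6 libraries, too few for a test. Reads on transcripts that were matched to no gene were not used here.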

A frameshift mutation in the protease inhibitor *Serpina3i* that leads to a truncated and probably unfunctional protein in BALB/c mice (31). Their role in the differential regulation of IL-33 has been suggested (30).

Moreover, we here demonstrate *in vitro* that activated BMMCs from C57BL/6 and BALB/c mice show different enzymatic activity towards IL-33. Mast cells are known to regulate the processing of IL-33 in a dichotomic way: their proteases degrade IL-33 (37, 38) or generate active processed forms of IL-33 *in vitro* (9), generating a more functionally potent form of IL-33. The observed functional differences between mast cells of C57BL/6 and BALB/c mice could be explained by their different protease content and their IgE-dependent activation potential. A lower degranulation activity by IgE cross linkage of C57BL/6 bone marrow mast cells than BALB/c mast cells has also recently been demonstrated elsewhere (39). However, the exact mechanisms leading to this immune phenotypic difference need to be addressed in future studies. Mast cells of rodents are classically distinguished into two different phenotypes, mucosal and connective tissue mast cells. Connective tissue mast cells express high levels of chymases (Mcpt-4, Mcpt-5) and tryptases (Mcpt-6, Mcpt-7), while mucosal tissue mast cells mostly show an upregulation of Mcpt-1 and Mcpt-2 (40). The transcription program of mast cells varies depending on their differentiation stage (41, 42) and organ-specific localization (43). The studies were mostly performed in C57BL/6 mice, while the information on BALB/c mast cell expression profile is scarce (41, 42). In our experiments, we have seen an upregulation of markers characteristic for both types of mast cells in the lungs of BALB/c mice receiving *Alt* extract with a strong increase of *Mcpt-1, Mcpt-2, Mcpt-4, Mcpt-6* and *Mcpt-7* next to an upregulation of *Cma1* and *Cpa3*. In C57BL/6 mice, a nearly complete absence of mast cells and their proteases was seen in the lungs after the treatment with *Alt*. Even though *Prss34* expression was increased in *Alt*-treated C57BL/6 mice, BALB/c mice treated with the *Alt* extract had even higher levels of *Prss34*.

In our model, we repeatedly exposed mice to *Alt* extract as an *in vivo* mouse model of allergic IL-33-dependent airway inflammation, because *Alt* triggers the airway epithelium resulting in the release of alarmins, including ATP, IL-33, and TSLP, which induce ILC2 proliferation and a type 2-driven immune response (4, 44). In our study, BALB/c mice respond to *Alt* with features of allergic airway inflammation, including strong eosinophilic inflammation and neutrophilia in the BALF and lungs, in agreement with previous studies (4, 12, 44). Further, as seen previously, C57BL/6 mice presented an even higher eosinophilic response in the BALF as well as higher lung IL-5 levels than BALB/c mice. Based on the low numbers of mast cells and the low mast cell protease expression levels in the lungs of C57BL/6 mice compared to BALB/c mice, we suggest a protective effect of mast cells, that dampen IL-5 and the eosinophilic response in BALB/c mice.

Interestingly, IL-33 protein levels were remarkably higher in the lungs of BALB/c mice treated with *Alt*. We have noted before that IL-33 protein levels by Luminex, however, do not reflect the levels of cleaved IL-33 (IL-33_C_) found by western blotting (12). We demonstrated different processing patterns of IL-33 seen by western blotting between BALB/c mice with the prevailing IL-33_C_ and C57BL/6 mice, where also full-length IL-33 was detected. Therefore, we hypothesize that this different cleavage pattern is a consequence of different proteolytic regulation of IL-33 by endogenous proteases upon intratracheal treatment with the *Alt* extract. Based on our previous results, we expect that Mcpt-4 present in the lungs of BALB/c mice degrades IL-33 (31). Next to mast cell proteases, also neutrophilic proteases, such as proteinase 3, and caspases can degrade IL-33 and inactivate it (10, 45). We recently demonstrated the importance of neutrophil proteases in the regulation of IL-33 in a comparable *Alt*-induced asthma model (12). Consistent with our previous results, we here showed that BALB/c mice respond with a stronger neutrophilic inflammation than C57BL/6 mice, which, in addition to the mast cell proteases, influences the IL-33 signaling pathway. In our previous study, depletion of neutrophils *in vivo* by *i.p.* injections of anti-Ly6G antibodies in *Alt*-treated BALB/c mice resulted in a significant decrease of elastase and reduced processing of IL-33_C_ supporting the additional effect of neutrophilic proteases in the regulation of IL-33 processing (12). However, in our previously used SplD-induced asthma model, where C57BL/6 mice also presented a stronger eosinophilic response than BALB/c mice, the neutrophilic response was negligibly weak, and still IL-33 was processed in a comparable way to the here shown *Alt*-induced allergic airway inflammation model, which underlines the importance of mast cell proteases in the regulation of IL-33 (22). Remarkably, the expression levels of ST2 receptor were comparable between the lungs of *Alt* -treated C57BL/6 and BALB/c mice, excluding the role of possible deficient IL-33/ST2 signaling axis in this regulation.

To conclude, our study demonstrates that mast cells differ in number and protease content between the two mouse strains most often used in asthma and allergy research. These differences might influence the phenotypic outcome in IL-33-dependent models of type 2 inflammation which are unlikely to be related to different efficiency of the IL-33/ST2 signalling axis. The mast cells and their proteases play a regulatory role in IL-33-induced inflammation by limiting its proinflammatory effect *via* the IL-33 signalling pathway because the models of allergic inflammation tested including BALB/c mice show a weaker eosinophilic response compared to C57BL/6 mice.

## Materials and methods

### Mice: experimental procedures

All experimental procedures were approved by the local Ethical Committee of Ghent University. Seven-week-old female BALB/c or C57BL/6J wild-type mice (Janvier, Saint-Berthevin, France) received six intratracheal applications of 50 µl PBS alone or 20 µg of *Alt* extract (Stallergenes Greer, London, UK) in 50 µl PBS. Animals were kept in individually ventilated cages in a 12-hour/12-hour light/dark cycle. The experiments were performed under light gaseous anaesthesia with isoflurane/air (Ecuphar, Breda, The Netherlands). Mice were euthanized with an intraperitoneal (i.p.) injection of 150 µl Dolethal (Vétoquinol, Lure, France). Lungs were perfused with 0.9% NaCl. For the cytokine analysis, a piece of the lung was snap-frozen in liquid nitrogen and stored at -80°C for further analysis. To perform immunohistochemical staining a piece of the lung was immersed in 10% formalin and paraffin-embedded. The 5μm sections were cut and used for the subsequent staining.

### Flow cytometry

BALFs were collected with PBS containing protease inhibitor cocktail (Roche, Mannheim, Germany), 0.5% bovine serum albumin and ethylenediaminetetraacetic acid (EDTA) (Sigma-Aldrich, Bornem, Belgium). The lungs were enzymatically dissociated by incubation in 1 mg/ml collagenase type II (Worthington Biochemical, New Jersey, USA) at 37°C for one hour shaking to obtain single cell suspension. Red blood cells were lysed by cell lysis solution (VersaLyse Lysing solution, Beckman Coulter, Marseille, France). 1 x 10^6^ cells were stained with the following antibodies: purified CD16/CD32 (clone 93), CD4-FITC (clone RM4-4), CD8a-PerCp-Cy5.5 (clone 53-6.7), CD11c-PE-Cy7 (clone HL3), CD11b-PerCP-Cy5.5 (clone M1/70) and Gr1-FITC (clone RB6-8C5) purchased from Thermo Fisher Scientific and Siglec F-PE (clone ES22-10D8) from Miltenyi Biotec (Bergisch Gladbach, Germany). To exclude the dead cells the LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit (Merck Millipore, Massachusetts, USA) was used. The following gating strategy was applied for flow cytometry to analyze eosinophils and neutrophils in BALF and lungs. First, the subset of viable cells was gated through the selection of singlets viable cells. Next from CD11c^-^ population eosinophils were defined as CD11b^+^, SiglecF^+^, and neutrophils as SSC^low^, CD11b^+^, Gr1^+^ as earlier described in (12). CD4^+^ and CD8^+^ T cells were gated as subsets of singlet/viable SSC^low^ cells. Murine lungs and BALF were analysed by flow cytometry using the FACS Canto II (BD Biosciences, Erembodegem, Belgium).

### Luminex assays

A Luminex analysis was performed to measure the protein concentration of IL-4, IL-5, IL-13, IL-25, IL-33, and G-CSF in mouse lung homogenates. The mouse magnetic Luminex kit (R&D Systems, Minnesota, USA) was used and all steps were performed according to the manufacturer’s protocol. The lung homogenates (1 mg/ml) were diluted 1/2 by adding 25 μl of each sample to 25 μl Calibrator Diluent RD6-52. A standard curve for each cytokine analysed was generated using a series of dilution (diluted 1/3) of the Standard Cocktails in Calibrator Diluent RD6-52. A diluted biotin-antibody cocktail and streptavidin- phycoerythrin (PE) solution were made according to the manufacturer’s protocol in a 1/10 dilution. The plate was read using the Bio-Rad analyzer, Bioplex 200 system with Luminex xMAP technology (Bio-Rad, California, USA).

### Total IgE analysis

The levels of total IgE in serum of mice were analyzed with an ELISA kit from ThermoFisher Scientific according to manufacturer instructions. The reaction was read using automated spectrophotometric plate reader and the SkanIt Software (Multiscan FC, Thermo Fisher Scientific).

### *In vitro* differentiation of murine bone marrow-derived mast cells

The mast cells were differentiated *in vitro* from BMMCs of naive wild type BALB/c and C57BL/6 mice. The BMMCs were differentiated for 40 days in Dulbecco’s modified Eagle’s medium with 10% fetal bovine serum, L-glutamine, penicillin/streptomycin and 1 mM sodium pyruvate (all from Thermo Fisher Scientific) supplemented with 5 ng/ml IL-3, 5 ng/ml IL-9, 1 ng/ml TGF-β1 and 30 ng/ml stem cell factor (all from PeproTech, London, UK). On days 20, 30 and 40 of the culture, the purity of obtained mast cells was tested by flow cytometry using anti-c-Kit-PE and anti-FcϵRI-PE-Cy7 antibodies (Thermo Fisher Scientific). The representative dot plots are provided in **Figure 4A**. The experiment was repeated with four separate cultures. RNA from murine bone marrow-derived mast cells was isolated on days 20, 30 and 40.

### BMMCs stimulation

BMMCs were stimulated by DNP-IgE complex formation. 2x10^7^cells/mL of BMMCs were preincubated with 0.15 µg/mL anti-DNP IgE (Sigma-Aldrich) overnight and stimulated for 1 h with 200 ng/mL DNP-HSA (Sigma-Aldrich) in Tyrodes buffer (10 mM HEPES, 130 mM NaCl, 6.2 mM D-glucose, 3.0 mM KCl, 1.4 mM CaCl_2,_ 1.0 mM MgCl_2_ and 0.1% BSA, pH 7.15, sterile filtered) at 37°C. Supernatants were frozen and stored at -20°C until usage.

### IL-33 cleavage assay

Supernatants were incubated with 1µg of a full-length murine IL-33 GFP and mCherry fusion protein in a total volume of 20µL for 10, 30, 60 or 240 min. IL-33 degradation was detected by Western blot using mouse IL-33 antigen affinity-purified polyclonal goat IgG (dilution 1:300; R&D Systems) with polyclonal peroxidase labelled anti-goat IgG (H+L) (1:1000; Vector Laboratories Inc., Burlingame, CA, USA).

### Beta-hexosaminidase degranulation assay

Degranulation of BMMCs from C57BL/6 and BALB/c mice was tested as previously described (22).

### Immunohistochemistry

Formalin-fixed paraffin-embedded lung sections were deparaffinized and dehydrated. The slides were exposed to citrate buffer for antigen retrieval and endogenous peroxidase was blocked by incubation in 3% H_2_O_2_. Lung sections were stained with anti-mast cell chymase (Abcam) and anti- IL-33 (R&D systems). The ImmPRESS^®^-AP Horse Anti-Goat IgG Polymer Detection Kit, Alkaline Phosphatase (Vectorlabs, Burlington, California, USA) and Dako REALTM Detection System, Alkaline Phosphatase/RED, Rabbit/Mouse (Agilent Technologies, Santa-Clara, California, USA) was used to visualize the binding. The slides were counterstained with haematoxylin and mounted with Aquatex (Sigma-Aldrich). The cells positive for IL-33 or chymase were counted in five power fields per mouse lung at magnification of forty times.

### Toluidine blue staining

Formalin-fixed paraffin-embedded murine lung sections were deparaffinized and dehydrated and stained for 15 minutes with toluidine blue (Sigma-Aldrich) working solution at pH 2.3. The slides were air-dried and mounted with a non-aqueous medium (Pertex, 00811, Histolab). The images were taken using Nikon Eclipse Ni-U upright microscope with NIS BR imaging software.

### Reverse transcription quantitative polymerase chain reaction

Snap frozen mouse tissue samples (± 20-25 mg) were disrupt using a mortar and pestle containing liquid nitrogen and thawed directly into lysis solution (QIAGEN, Antwerp, Belgium), while murine bone marrow-derived mast cells were directly vortexed for 5 min in lysis solution. The lysate was then homogenized using a QIAshredder homogenizer (QIAGEN). The RNA isolation was further performed using the RNeasy Mini Kit (QIAGEN) following the manufacturer’s instructions. The RNA concentration was measured with Nanodrop (Thermo Fisher Scientific, Waltham, Massachusetts, United States) and the quality of the RNA was assessed with the Fragment Analyzer™ Automated CE System (Agilent technologies, California, USA). 500 ng of the isolated RNA was transcribed into cDNA with the iScript Advanced cDNA Synthesis Kit (Bio-Rad) and subsequently diluted with nuclease-free water to 2.5 ng/µl cDNA (total RNA equivalent). Real-time PCR amplifications were performed in a 384-well plate LightCycler LC480 System (Roche Diagnostics, Mannheim, Germany). qPCR reactions (5 µl) contain 5 ng cDNA, 2x SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) and 250 nM forward and reverse primer (**Table 2**). The PCR protocol consisted of 2 minutes polymerase activation at 95°C and 44 cycles of 5 seconds at 95°C, 30 seconds at 60°C and 1 second at 72°C followed by a dissociation curve analysis from 60°C to 95°C. For murine BMMCs, RT-qPCR was performed for mouse mast cell proteases (*Mcpt*1, Mcpt2, Mcpt4), tryptase α/β1 (*Tpsab1*), tryptase β2 (*Tpsb2*), tryptase γ1 (*Tpsg1*), serine protease 34 (*Prss34*), cathepsin G (*Ctsg*) and mast cell chymase 1 (*Cma1*). For mouse lung tissue, RT-qPCR was performed for mouse mast cell proteases (*Mcpt*1, Mcpt2, Mcpt4), tryptase α/β1 (*Tpsab1*), tryptase β2 (*Tpsb2*), tryptase γ1 (*Tpsg1*), mast cell chymase 1 (*Cma1*), carboxypeptidase A3 (*Cpa3*) and serine protease 34 (*Prss34*). The primer sequences of all target genes were shown in **Table 2**. *IL1rl1* (encoding ST2) Taqman (QuantiTect Probe PCR kit; Mm00516117_ml) was purchased from Applied Biosystems. The expression of 2 reference genes, hypoxanthine phosphoribosyltransferase 1 (*Hprt1*) and ribosomal protein L32 (*Rpl32*) was used to normalize for transcription and amplification variations among samples after a validation with geNorm (Biogazelle, Zwijnaarde, Belgium). The normalized relative quantities (NRQs) were calculated with the qBase^+^ software (Biogazelle, Belgium) and the final gene expression levels are expressed as NRQs per 5 ng cDNA.

**Table 2:** List of primers used in the study.

Gene name	Primer sequence FW (5’-3’)	Primer sequence RW (5’-3’)
*Hprt1*	CCTAAGATGAGCGCAAGTTGAA	CCACAGGACTAGAACACCTGCTAA
*Rpl32*	GGCACCAGTCAGACCGATATG	CCTTCTCCGCACCCTGTTG
*Mcpt1*	AAAAACAGCATACATGGGAG	CATATGCAGAGATTCTGGTG
*Mcpt2*	CAATAGGACAAGGAGATTCTG	TAATAGGAGATTCGGGTGAAG
*Mcpt4*	CACTGTAGTGGAAGAGAAATC	GAGGAATTACATTCACAGAGG
*Tpsab1*	AAACCCTGTGAACATTTCTG	TACACCATTGTCGATGTTAC
*Tpsb2*	GACATTGATAATGACGAGCC	GACAATGGGAAAATCATCTCC
*Tpsg1*	TTCTCTGGGTCTGTGAAC	GTTTTACAGTGGAGAAGTGG
*Prss34*	AGTCTATGGTGTCCCTTAAC	ATGGTAAGGAGGGAATATGG
*Ctsg*	TGACCTTTATTCTACTCCAAGG	GTAACATTTATGGAGCTTCCC
*Cma1*	GTATACAAGGGAGACTCTGG	CAGAGTTAATTCTCCCTCAAG
*Cpa3*	ATGGCTACACATTCAAACTG	TATTGGGCCGTAGATGTAAC

### Western blotting

Tissue homogenates of 20 - 25 mg of mouse lung tissue were made by a mechanical dissociation in a mixture of tissue lysis buffer (Thermo Fisher Scientific) and protease inhibitor cocktail (Roche, Sigma-Aldrich, Merck KGaA, Darmstadt, Germany) with a TissueLyser LT (QIAGEN). The supernatant was collected and centrifuged for 10 min at 3000 rpm at 4°C. The tissue homogenate was stored in -20°C. For spectrophotometric determination of the concentration of total proteins in the tissue homogenate, a standard series of dilution with bovine serum albumin (Sigma- Aldrich, Merck KGaA, Darmstadt, Germany) was used. Homogenate samples were diluted 1:20 with NaCl (0,9%) (Versylene Fresenius). The dye solution was prepared by diluting 1 part protein assay dye reagent concentrate (Bio-Rad) with 4 parts distilled water. Subsequently, the optical density was measured at a wavelength of 570 nm using the SkanIt Software (Multiscan FC, Thermo Fisher Scientific). Samples of mouse lung homogenates were prepared for gel electrophoresis with 25 μg protein. For gel electrophoresis, Mini-protean TGX stain-free precast gels (Bio-Rad) were used and 10 μl of the Precision Plus Protein Dual Color Standards (Bio-Rad) was added. The proteins were blotted on a nitrocellulose membrane (Bio-Rad). After blotting, the membrane was washed with a washing buffer and adding a blocking buffer (5% skim milk powder in 1x TBST), the membrane was incubated with the primary antibody (goat anti-IL-33, 0,6 μg/ml)) overnight at 4°C while shaking. After washing, the membrane was incubated with the appropriate secondary antibody (anti-goat IgG horseradish peroxidase (HRP) (1 μg/ml)). Visualization was done with the Chemidoc imaging system (Bio-Rad) after incubation with SuperSignal West Dura (Thermo Fisher Scientific).

### RNAseq analysis, RNAseq pipeline and data quantification

RNA was isolated from 1*10^6^ murine mast cells per condition as described above. The integrity of RNA was tested using Fragment Analyzer and 100 ng of total RNA was used for RNA sequencing analysis. The TruSeq Stranded mRNA kit (Illumina) was used to prepare a RNAseq library according to the manufacturer’s protocol, followed by PE100 cycles sequencing on one lane of a NovaSeq 6000 S1 run (Illumina).

### Bioinformatics

All fastq files passed quality control with FastQC v0.11.5 (46). Salmon v0.8.2 (47) was used to align raw RNAseq reads against Ensembl *Mus musculus* GRCm39 and get quantification estimates at the transcript level. All subsequent analyses were conducted in R software v 4.0.3 (48). Differential analysis was computed using tximport v1.10.0 (49) and the negative binomial generalized linear modeling implemented in DESeq2 package version 1.30.1 (50) Genes were regarded to be differentially expressed when the q value cutoff (FDR adjusted p-value using Benjamini–Hochberg mode l (51) was lower than 0.05. In order to obtain significantly different genes, we set the selection criteria as: the multiple of difference| Fold Change| > 2. To visualize the differentially - expressed (DE) genes identified using the methods described above, the Bioconductor Enhanced Volcano (52) and g plots (53) packages were used. Enhanced Volcano was used to display each gene’s shrunken log2 fold change (LFC) against its adjusted p-value. A gene classification and functional annotation analysis were performed using the ‘Gene Functional Classification’ and ‘Functional Annotation Charts’ tools of the Database for Annotation, Visualization and Integrated Discovery (DAVID Bioinformatics Resources 6.8, NIAID/NIH) (54). As annotation category, KEGG_PATHWAYS was selected for pathways analysis.

### Statistical analysis

The data were analysed using D’Agostino & Pearson test for normal (Gaussian) distribution (alpha = 0.05). When three or more experimental groups were compared, the normally distributed data were analysed by parametric one-way ANOVA with Dunnett’s multiple comparisons test. The data, which were not normally distributed, were analysed by non-parametric Kruskal-Wallis test with Dunn’s test for multiple comparisons. Significance was determined as followed: * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE216642.

## Ethics statement

The animal study was reviewed and approved by Ethical Committee of Ghent University, Faculty of Medicine and Health Sciences.

## Author contributions

OK designed and performed experiments, analyzed data and wrote the original draft. DK and MI performed the bioinformatics analysis of the RNA sequencing dataset. AT performed experiments and revised the manuscript. JV, JS and AD collected experimental material, did immunohistochemistry and western blotting, analyzed data, revised the manuscript. SV contributed to the collection of the murine samples and revised the manuscript. GH performed and analyzed Luminex data. ND performed and analyzed RT-qPCR data. FC performed RNA seq analysis. HB provided a genetic construct encoding full length IL-33. MV, and DVK supervised the study, provided analysis tools, revised the manuscript. CB supervised the study, provided analysis tools, revised the manuscript. All authors discussed the results and approved the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

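RNA of BMMCs on day 20 was analysed, from 3 BALB/c cultures (libraries S9 to S11) and 3 C57BL/6 cultures (libraries S12 to S14). The authors checked the reads with FastQC and assigned them to transcripts with Salmon v0.8.2. The deposited tables hold, for each library, the length and effective length of each transcript, the estimated count of reads, which need not be whole, and the deposited TPM values, in which estimated counts are divided by effective length and scaled to the same total in each library. The paper's methods name the Ensembl transcripts of GRCm39, and the deposited tables list RefSeq accessions. No other step of the authors is in these values, and tximport and DESeq2, which the paper applied next, were run again only as an alternative.

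Accessions were matched to gene symbols without their version through a RefSeq gene table of assembly GRCm38.p6. It was used for names, gene types and chromosomes only, and coordinates come from GENCODE's annotation of GRCm39. Of 129698 transcripts, 106440 matched, 70626 of them in the same version, and gave 35297 genes, of which 18894 had reads. Reads on unmatched transcripts entered neither library sizes nor tests in the main setting. Estimated counts were summed by gene and rounded to whole numbers. With between 28273365 and 37100869 reads per library on genes, the biological coefficient of variation was 0.0665, and the number of cultures rather than the depth limits the precision for all but the genes with few reads.

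The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the summed counts, with TMM normalization, edgeR's filter at a minimum count of 10, a single model of strain, and Benjamini-Hochberg adjustment. Genes were counted as different at an adjusted p under 0.05 and an absolute fold change above 2, the thresholds of the paper. Standard errors were derived from the fold change and the F statistic. CPM values use the TMM-corrected library sizes. On simulated counts for 12461 genes with 200 changed 4-fold, edgeR recovered 196 with 9 false calls and DESeq2 recovered 194 with 4. Far more genes differ in the data (6588 at an adjusted p under 0.05 in edgeR's test). The simulation thus does not test the normalization under so many changes, nor changes near 2-fold. Genes that share sequence were found by comparing words of 31 bases of GENCODE transcripts, with at least 25% of words shared. On simulated sequences all 100 close copies made were found with 0 other pairs. Distant copies made among the same sequences were thus not found, so the comparison covers close copies only. Permutation tests used scipy 1.17.1, and random lists were drawn 10000 times.

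Fixed before the data were examined were the grouping of libraries, the tests, the rule for the genes named in the text, the lists of cell type genes (basophil, macrophage, neutrophil, eosinophil, T or NK cell, erythroid, mast cell and mast cell granule) and most alternatives. These alternatives were DESeq2 1.42.0 with and without an offset for transcript length, edgeR with that offset, DESeq2 size factors, upper-quartile normalization and plain library size, no filter and a filter of 10 counts in every library, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), each library left out in turn, and for the numbers of genes also DESeq2 fold changes shrunken with ashr 2.2.63, a test against a 2-fold change, protein-coding genes alone, predicted genes and pseudogenes left out, a mean of at least 100 counts per library, and the adjusted p alone. Keeping unmatched transcripts as features, the comparison of words and summing genes that share sequence were chosen after the data were seen.

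The genes named are those of Table 1 and the other proteases the paper names, Mctp1, genes of the other readouts (the IL-33 receptor, mast cell identity, Hexa and the RT-qPCR reference genes), the 5 largest fitted changes in each direction as defined in the text, 10 genes of the supplementary table with an adjusted p of 0 and the largest fold changes, genes that mark strain or sex, and the cell type lists. Gm12191, Gm4737, Atp6v0c and the X-linked genes that escape inactivation were chosen after their values were seen. Lung samples, RT-qPCR values, flow cytometry and the IL-33 cleavage assays were not analysed here. Some genes that this rule covers are not reported here.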

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

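All tests in this part were chosen after the results they bear on were seen, apart from the lists of cell type genes, which were written before. The signals below lie in genes the paper does not discuss, apart from Prss34 and Mcpt8, which Table 1 lists.

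Genes that share at least 25% of words of 31 bases with another gene, called copies here, stood out. Of the pairs found, 555 do not overlap in the genome and form the groups below. A further 172 pairs overlap in the genome and were left out of the groups. A shared part need not make 2 genes near-identical. In 11 groups of such genes, at least 1 member was more than 2-fold higher in C57BL/6 and another more than 2-fold higher in BALB/c BMMCs. Rpl26 had 47, 72 and 73 reads in the BALB/c libraries and 24090, 21291 and 27378 in the C57BL/6 libraries, while its processed pseudogene Gm15772 had 19372, 20044 and 25054 in BALB/c and 1, 7 and 1 in C57BL/6. Rpl30 and Gm12191 behaved alike, with log2 fold changes of 5.56 and -4.92 and 0.37 for their summed reads, as did Atp6v0c (2.52) and Atp6v0c-ps2. Ahcy rose from between 156 and 203 reads to between 6479 and 8535, while Gm4737 fell from between 6377 and 8770 reads to 0, 0 and 56. Gm4737 was not compared by sequence here. A candidate explanation is that BALB/c reads of a gene are assigned to its copy because of sequence differences from the C57BL/6 reference.

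This explanation was tested 2 times. In the first test, the summed reads of the 11 groups differed between the strains by a median absolute log2 ratio of 0.53, against a median of 0.60 in 10000 sets of random genes changed in opposite directions and matched on abundance (permutation test by random draws, one-sided p = 0.373), so the groups were not set apart from unrelated genes. Pairs matched on mean abundance lie near balance when each gene is read in 1 strain only, which limits what this test can show. The summed reads of 10 of the 11 groups did not pass both thresholds, as reassignment would give. Those of 39 of the 58 groups changed in 1 direction did not pass either. Adding a changed gene to others can give the same counts. For these groups a reassignment of reads and a change of expression cannot be told apart. A second test was added after the outcome of the first. Among protein-coding genes, 84 of 292 with such shared sequence (28.8%) passed both thresholds, against 1257 of the 10851 others compared by sequence (11.6%). The odds ratio was 3.08 (Fisher's exact test, two-sided p = 6.41e-15). The excess is what reassigned reads would give, but genes with copies may also differ from others in abundance or in true variation between strains, which was not tested. As the sole source of the strain differences the explanation is argued against by 1430 of the 1653 genes past both thresholds, which were compared by sequence and lie outside such groups. A further 110 had no transcript to compare, and a compared gene such as Ahcy can have a copy among those. Distant copies are not found by the comparison.

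Cebpa had 9.71 ± 0.541 CPM in C57BL/6 (SD, n = 3) and 0.104 ± 0.052 CPM in BALB/c BMMCs. With Ccl9 (log2 fold change 5.52), Prss34 and Mcpt8 it belongs to a list of 8 basophil genes, all of which were tested, with a median log2 fold change of 1.06 and a range from -0.54 to 6.53. Basophils in the C57BL/6 cultures are a possible explanation. The other genes of the list had a median of 0.044, with -0.54 for Il18r1, -0.07 for Cd200r3, 0.15 for Itga2 and 0.99 for Ms4a3, of which Ms4a3 passed both thresholds without library S11 (1.12) or S12 (1.08). Cd200r3 was at 310.3 CPM in BALB/c BMMCs, a baseline that would hide a small share of basophils, so basophils and a strain difference within mast cells cannot be told apart here.

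Adgre1, on a list of 8 macrophage genes, had 9.91 ± 0.399 CPM in C57BL/6 and 0.309 ± 0.271 CPM in BALB/c BMMCs, and Cd68 rose by a log2 fold change of 2.01. Macrophages would bring Lyz2, C1qa, C1qb, C1qc, Csf1r and Mrc1 as well, and none of these had more than 2 reads in a C57BL/6 library, which argues against macrophages. Expression by the mast cells themselves, or another cell type with Adgre1, remains open and was not tested.

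Hbb-bt had 5.93 ± 0.113 CPM in C57BL/6 BMMCs and 0 reads in BALB/c, at least 61.6-fold higher against a limit of 3 counts. Of 6 erythroid genes, only Hbb-bt had enough reads to test. Red cell precursors would carry alpha globin too, and Hba-a1 and Hba-a2 reached at most 5 reads in a C57BL/6 library, against 160 or more for Hbb-bt. This argues against erythroid cells. A difference between the strains at the beta globin genes was not tested.

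No neutrophil gene and no eosinophil gene had enough reads, with at most 3 and 15 reads in a library, and the single T or NK cell gene tested, Ncr1, changed by -0.14. The median over 9 of 10 mast cell genes was 0.13 and over 8 granule genes 0.17. In the mast cell list Tpsb2 (2.32) and Hdc (1.19) passed both thresholds. Tpsb2 and Cma1, in the mast cell list, are also among the genes of Table 1.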

How the results depend on the processing

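The numbers of genes higher in C57BL/6 (963) and in BALB/c (690) depended on the filter, the unit and the criterion. With at least 10 counts in every library they were 613 and 404, and with a mean of at least 100 counts per library 488 and 286, where fewer genes are tested. On log2(TPM + 1) with limma they were 434 and 365, where the added 1 understates the change of genes with few reads. In a test against a 2-fold change 670 and 390 genes passed, and at an adjusted p under 0.05 alone 3361 and 3227. Under the other alternatives both numbers stayed within 1.5 times. They were from 969 to 1078 and from 655 to 714 across the 6 fits that each left out 1 library. DESeq2 with the length offset, the method of the paper, gave 1050 and 685, of which 902 and 616 were the same genes as in the main setting. The share of genes higher in C57BL/6, 58.3%, was 50.3% with plain library size, and 50.0% on log2(TPM + 0.1). Keeping unmatched transcripts as features gave 1040 and 772, and summing genes that share sequence gave 927 and 636.

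Of the 10 splits of the 6 libraries into 3 and 3, only the split by strain (1 of 10) gave 1653 or more genes. The others gave 0 genes, also 0 at an adjusted p under 0.05 without the fold criterion. With 10 splits the share cannot fall below 0.1, and each other split mixes the strains, so this count decides nothing about a chance arrangement.

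The number of Table 1 genes past both thresholds was between 16 and 19 under the alternatives run for it, and it was not computed with copies summed. Cma1, Cma2, Mcpt4, Ctsg, Tpsab1, Tpsb2 and Tpsg1 kept their direction and their side of both thresholds under all alternatives tried. Over 67 genes, 1185 alternative values were computed. Outside those 7 genes, 1017 values were the same in direction and in passing both thresholds together or not, 17 no longer passed both (in 7 genes), 3 newly passed both (in 2 genes) and 22 changed sign (in 9 genes). These numbers do not follow the adjusted p alone, which crossed 0.05 for genes under 2-fold such as Mcpt1 (0.494 on log2(TPM + 0.1) with limma) and Cpa3 (0.00863 with plain library size in edgeR). Of the genes that no longer passed both, Plau, Mcpt8 and Fgl2 lie near a 2-fold change, and Eno1b, Rpl26, Rpl30 and Atp6v0c did so with copies summed. Gm46290 newly passed both without library S12, at -8.91 against -0.89 with all libraries, and Ms4a3 without S11 (1.12) or S12 (1.08) against 0.99. Of the genes followed, 21 with few or no reads in a library, such as Prss34 and Gzma, have no value under the filter of 10 counts in every library.

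Apart from 3 genes with copies summed, changes of sign were seen in genes whose log2 fold change was near 0. With plain library size, which moved the median of all genes by -0.14, the log2 fold change was -0.13 for Il1rl1, -0.0039 for Kit, -0.013 for Fcer1a and -0.010 for H2-D1. On log2(TPM + 1) and log2(TPM + 0.1) it was -0.1472 and -0.1474 for Il1rl1, -0.0337 and -0.0337 for Kit, -0.0466 and -0.0466 for Fcer1a, -0.0441 and -0.0442 for H2-D1, and -0.0037 and -0.0153 for Itga2. With upper-quartile normalization it was -0.0059 for Il1rl1, where the median of all genes moved by -0.021. These moves of all genes are as large as those of the genes that changed sign under the 2 scalings. Leaving out each library in turn gave from -0.061 to 0.0019 for Cpa3 and from -0.0148 to 0.041 for Il1rl1. With copies summed, the values were 0.0219 for Atp6v0c-ps2, 0.2445 for Gm15772 and 0.3714 for Gm12191, which follow from adding the reads of the copy. For the changes of sign on the TPM scale and with a library left out, the cause was not tested.

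No paired analysis was possible because the labels share no replicate numbers between the strains. Depth limits the genes without reads in a strain, for which only a lower bound of the fold change can be given, and it limits Il33, which could not be tested. Serpina3i could not be tested because the transcripts matched to it held few reads.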

Differences from the paper's values

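The paper gives 460 genes upregulated and 263 downregulated in BALB/c against C57BL/6 BMMCs. Here 690 and 963 genes were found, and the second number differs from the paper's 263. The first is at the limit of 1.5 times the paper's 460. It was beyond that limit with upper-quartile normalization (702), plain library size (829), no filter (826), log2(TPM + 0.1) (746), a mean of at least 100 counts per library (286), the adjusted p alone (3227), and without S9 (699), S12 (714), S13 (694) or S14 (707), and within it under the other alternatives set before the data were examined. For the second number, none of them brought it within 1.5 times, the nearest being 434 on log2(TPM + 1) and 488 with a mean of at least 100 counts per library. With the directions exchanged, 460 would stand beside 963 and 263 beside 690, and under those same alternatives beside 434 or 488 and beside 365 or 286.

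The paper's supplementary table has 22007 rows, of which 1999 were held here. For Mcpt2 it gives a fold change of -1.51 for C57BL/6 over BALB/c, and the value here was 1.51, with no alternative set before the data were examined reaching the sign of the paper. In the part held, 545 fold changes are above 2, 304 are under -2, 1150 lie between -2 and -1, and 0 lie between 1 and 2. The 545, higher in C57BL/6, already exceed the 263 genes that the paper's text gives as downregulated in BALB/c. With the directions exchanged, 545 and 304 exceed 460 and 263. The adjusted p was not applied to these counts of fold changes. Of the 814 genes above 2-fold in either direction also tested here, 813 had the same direction here. Of the 1145 genes with a fold change between -2 and -1, 637 were higher in C57BL/6 here and 508 lower. For Gm46290 the paper's fold change is 37.9, and here it was -1.86, on transcripts that held between 0 and 95 reads per library. No alternative set before the data were examined reached the paper's value, and without library S12 the value was -483.

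Table 1 gives a fold change of 2.16 in an entry that names Cma1 together with Mcpt8, and the value here was -1.35 for Cma1. The supplementary table gives 2.16 for Mcpt8 and -1.34 for Cma1, the latter beside -1.35 here. Since 0 fold changes in the part held lie between 1 and 2, the sign of -1.34 does not bear on the direction of Cma1. Table 1 gives 2.58 or, in the supplementary table's digits, 2.585 for Mcpt1, and the value here was 1.22. The supplementary table gives the same 2.585 for Mctp1, for which the value here was 2.57. None of the alternatives set before the data were examined brought Cma1 or Mcpt1 to the values of their entries. For Serpina3i the paper's number of reads is 898.7, and the average here was 3.52, for which no alternative was computed.

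The paper states that Cma1 was upregulated in BMMCs of C57BL/6 mice in its results and that it was higher in BALB/c BMMCs in its discussion. The log2 fold change here was -0.43, lower in C57BL/6 and under 2-fold. The paper states that C57BL/6 BMMCs lacked Tpsab1, for which 48.5 CPM were counted here. Table 1 heads its read numbers as reads in C57BL/6 mice. For 18 of the 19 genes compared they lay within 10% of the average over the 6 libraries here, and for 0 of 19 within 10% of the C57BL/6 average. Table 1 lists Mcpt1 as more than 2-fold higher, and here its log2 fold change was 0.29. The reads printed in that entry equal, in whole reads, the average of Mctp1 here (5887), while Mcpt1 averaged 1.86e+06. The 4273.77 reads of the entry naming Cma1 and Mcpt8 lie beside 4273.86 for Mcpt8 here, while Cma1 averaged 2.77e+05. By fold change and reads, these 2 entries hold the values of Mctp1 and Mcpt8, not those of Mcpt1 and Cma1.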

Other observations

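All tests in this part were chosen after the results they bear on were seen.

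Xist, the RNA that silences an X chromosome in female cells, had 7224 and 7627 reads in the BALB/c libraries S9 and S10, 8201, 8088 and 9305 in the C57BL/6 libraries, and 0 in the BALB/c library S11. Male cells that kept their Y chromosome are excluded by the Y-linked genes Ddx3y, Eif2s3y and Kdm5d, which had 0 reads together in S11 as in each other library. These genes cannot exclude male cells without a Y chromosome. The Y-linked Uty had 2 reads in S11, and from 1 to 4 in the libraries with Xist reads. Lower depth is excluded, since S11 had 35873036 reads on genes, more than the other BALB/c libraries. An X chromosome that stays active without Xist would raise X-linked genes, yet the median log2 ratio of S11 over the other BALB/c libraries was -0.0015 over 350 X-linked genes and 0.0006 over 10706 autosomal genes. Loss of the inactive X chromosome would lower the genes that escape its silencing. Such genes were chosen here after their values were seen, which the p below does not allow for. The median log2 ratio of 6 such genes was -0.65, a ratio of 0.638, and the lowest of 10000 lists of other X-linked genes matched on abundance was -0.27 (permutation test by random draws, one-sided p = 0.0001, the smallest these draws can give). Single values were -0.93 for Kdm6a, -0.71 for Kdm5c, -0.66 for 5530601H04Rik, -0.63 for Eif2s3x, -0.43 for Pbdc1 and -0.05 for Ddx3x, so Ddx3x did not follow. These values are consistent with cells of culture S11 that lost an X chromosome, a hypothesis that rests on 1 library and was found and tested on the same data. Without S11 the numbers of genes past both thresholds were 995 and 683.

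More genes past both thresholds were higher in C57BL/6 (58.3%) than in BALB/c BMMCs. Salmon used a C57BL/6 reference, so BALB/c reads with sequence variants may be lost, which would lower genes in BALB/c. No table of variants was used here, and strain variants and expression cannot be told apart for this excess. With plain library size the numbers were 838 and 829 genes. That scaling moved the median log2 fold change of all genes by -0.14, so its balance decides nothing about the excess.

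Genes of the study's other readouts differed little. Il1rl1, which encodes the IL-33 receptor ST2, had 2566 ± 90.7 CPM in BALB/c and 2592 ± 84.2 CPM in C57BL/6 BMMCs (SD, n = 3 per strain, adjusted p = 0.773 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its co-receptor Il1rap rose by a log2 fold change of 0.47. Il33 had 1 read in S9 and 0 in the other libraries. The purity markers of Figure 4A changed by 0.14 for Kit and 0.13 for Fcer1a, and the other FcεRI subunits by 0.25 for Ms4a2 and 0.26 for Fcer1g. Hexa changed by 0.33. The signs for Il1rl1, Kit and Fcer1a turn with plain library size and on the TPM scale. Il1rl1 was then lower in C57BL/6, by -0.13 with plain library size (adjusted p = 0.0175 from edgeR). On log2(TPM + 1) it was lower by -0.147 (adjusted p = 0.0233 from limma). Plain library size moved the median of all genes by -0.14, so its difference is not specific to Il1rl1. The RT-qPCR reference genes changed by -0.12 for Hprt and 0.34 for Rpl32.

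Of the genes that mark the strains, H2-DMb1, Nnt, H2-K1 and H2-D1 separated the libraries. The sign for H2-D1 turned with plain library size and on the TPM scale. H2-DMb1 was at least 310.3-fold higher in C57BL/6 against a limit of 3 counts. It shares sequence with H2-DMb2, and the summed reads of both gave a smaller change, a log2 fold change of 7.20. Nnt changed by a log2 fold change of -1.20, H2-K1 rose by 0.95 and H2-D1 by 0.13, and H2-Ea had 0 reads in the 6 libraries. Of the genes with the largest fold changes in the paper's supplementary table, Pik3r6 was lower in C57BL/6 (-5.20) and S100a6 (5.16) and Scn11a (5.00) were higher. Gm46911 had 92 and 65 reads in libraries S12 and S13 and 0 in the others, and Gm15682 was matched to no transcript here.

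At the proteases measured by RT-qPCR in Figure 4, RNAseq on day 20 gave higher Tpsab1, Ctsg, Mcpt4 and Cma1 in BALB/c and higher Tpsb2, Tpsg1, Prss34, Mcpt2 (log2 fold change 0.60) and Mcpt1 (0.29) in C57BL/6 BMMCs, where that of Mcpt1 was not distinguishable from 0 with plain library size and on the TPM scale. For Ctsg and Cma1 the paper reports the RT-qPCR difference on later days of culture. Tpsab1 is not listed in Table 1.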
